A study of Mus musculus with 28 samples. Its data were reported in "Microbiome Influences Prenatal and Adult Microglia in a Sex-Specific Manner" (2018).

How the data were processed

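Transcripts of mouse yolk-sac macrophages (YSM) and microglia were measured on Illumina Mouse WG-6 version 2 arrays. The cells were sorted by flow cytometry as CD45low, CD11b+, F4/80+, CD64+ and Ly6C-, and by the study's account each array held cells pooled from several animals, regardless of sex. Adult brain suspensions also passed a density gradient, and tissue of newborns and adults was digested for longer. The labels place 28 samples in 8 groups, namely YSM at E10.5 and microglia at E10.5, E12.5, E14.5, E16.5, E18.5, the day of birth (P0) and 2 months of age.

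The authors extracted the probe signals with GenomeStudio and deposited them as linear intensity values, without background subtraction or normalization between arrays. Beside each signal the authors deposited a detection p-value against the negative control beads of the same array, with steps that imply 936 negative controls. A table of intensity values that the authors quantile-normalized between all 28 columns with lumi was also deposited, and the series matrix holds the same 28 columns. The versions of GenomeStudio and lumi are not given in the sources used here.

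Of the 6 adult columns, 3 were identical to another adult column in every probe. They were counted once, which left 25 distinct arrays, 4 of YSM and 3 of each microglial group. Microglial columns of the signal table carry their own numbers, and the 4 YSM columns carry 4 different dates. Replicate numbers here therefore only name arrays, except where the labels' numbers are said to be used.

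Signals were corrected for background with the normal-exponential model of limma's neqc, which took the background from the detection p-values. An offset of 16 was added, arrays were quantile-normalized and values were taken as log2. The table held 45281 probes, of which 34885 were listed with 1 gene symbol, 18 with several and 10378 with none. Through gene identifiers 34807 probes were matched to a current reference table, and no symbol changed. Probes with a detection p under 0.01 on at least 3 arrays were kept (19789, of which 16741 had 1 symbol). The probe with the highest mean stood for its gene, which gave 10630 genes, 4114 of them with over 1 kept probe.

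All arrays entered 1 linear model with a mean per group (limma 3.58.1 in R 4.3.3, lmFit and eBayes without trend, 17 residual degrees of freedom). Genes that differ between stages were called by the moderated F test, and each group was compared with the one before it in 7 comparisons. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 within a test. Changes are log2 differences, later minus earlier stage (brain minus yolk sac at E10.5), with the standard error of the model after ±. The number of arrays limits the precision, and the median standard error of a comparison lay between 0.188 and 0.201. The words rose, fell and changed are kept for called genes.

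Where every array of 1 group lay below background for a gene, the fold is given as a lower bound. The bound takes, on each of those arrays, the lowest value of any detected probe, or the gene's own value if that is higher. If only the probe in use lay below background, the bound is that of the probe. No fold is given where both groups lay below background.

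A total of 28 gene lists was fixed from general knowledge and from the sensome, a published list of surface and signalling genes compiled from adult microglia of other studies. The 27 lists with at least 5 measured genes were tested in each comparison with limma's camera at a preset inter-gene correlation of 0.01, adjusted over all 189 tests. The camera test with an estimated correlation, which allows for genes that vary together between arrays, and fry were run beside it. Members called within the list alone, adjusted over its own genes, are given beside the members called over all genes. Some lists share members, so their results are not independent of each other. Of 21 measured homeostatic genes 13 belong to another list, 10 of them to the sensome, which also holds 8 of 22 complement and phagocytosis genes. The sex-linked list held 4 measured genes and was used only to describe the pools.

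Genes were named by rule. In the comparisons E10.5 with YSM, E12.5, E16.5 and adult, the 6 called genes with the largest rise and the 6 with the largest fall were taken among genes whose groups did not overlap, and 3 of each elsewhere. From each list up to 4 called members with the largest change were open to naming, and the genes that the study named for its stages were followed in every comparison. Gene models without a proper symbol were passed over. These rules, the lists, the comparisons, the tests and the filters were chosen before the data were examined.

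Arrays were clustered by 1 minus Pearson's correlation (Ward's method) and by principal components of scaled values. The fit was tested on simulated data with the overall mean and within-group spread of each gene, 10630 genes and 200 changed genes. Genes were drawn independently of each other, and only the 200 differed between groups. Most real genes differed between stages, so the shares below need not hold for them. For E10.5 against YSM it recovered 77.0% of genes changed 2-fold and 97.0% changed 4-fold, and 3.87% of calls were false. For E14.5 against E12.5 these shares were 60.0%, 96.0% and 4.29%, for adult against P0 72.0%, 91.0% and 3.55%, and the highest false share was 7.56%, for E16.5 against E14.5. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

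The alternatives were a normexp background with offset 50, scaling to the 75th percentile, quantile normalization without background correction as in the study's methods, the authors' normalized table, the series matrix, and other probe filters and probe rules. Array weights, a trended prior, a one-way analysis with Tukey comparisons, a 1.5-fold threshold, a fit of only the 2 groups compared and leaving out each array were also tried. The study's methods name Tukey comparisons too. Here they were run on the background-corrected values, with a Benjamini-Hochberg adjustment over genes after the Tukey step, so they are not the study's own procedure. A planned block by replicate number was not run on the signal table, whose columns do not carry the labels' numbers. These could be traced through the series matrix and the normalized table, but this was not done. After seeing the data, 5 more were added: the replicate block with the series matrix values, all 28 columns, leaving out 3 arrays without *Eif2s3y* signal, and the mean of the immediate early list or the brightness of the array as a covariate. No column of values was left unused.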

Results

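The data describe how the transcripts of YSM and brain microglia changed from E10.5 to adulthood, on 4 arrays of YSM and 3 arrays of microglia at each of 7 stages. Between 13224 probes (YSM replicate 4) and 17937 probes (E18.5 replicate 2) were detected per array, and mean signals ranged from 269.4 to 1148. Background was 64.19 to 74.26 on the YSM arrays and 110.7 to 156.1 on all others. This step coincides with the change of tissue, so batch and cell type cannot be told apart in the comparison of YSM with microglia. The 75th percentile of signal over background was 2.586 to 3.367 on the arrays from E16.5 to P0 and 1.39 to 2.403 on the others, so a change of brightness coincides with the steps into and out of those stages.

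Arrays of 1 group correlated with each other at r = 0.964 to 0.993 over 10630 genes. The first 3 principal components held 40.84%, 16.95% and 11.48% of the variance. When the clustering tree was divided into 4 branches, all 25 arrays fell into the phases that the study described from these arrays: YSM with E10.5, E12.5 with E14.5, E16.5 to P0, and adult. The group means of neighbouring stages correlated least between P0 and adult (r = 0.903) and most between E18.5 and P0 (r = 0.994), and the means of YSM and adult microglia correlated at r = 0.782. In a tree of 6 branches, E18.5 replicate 3, P0 replicate 1 and P0 replicate 2 stood apart from E18.5 replicates 1 and 2 and P0 replicate 3, so the stages E18.5 and P0 were mixed.

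**Figure D1:**
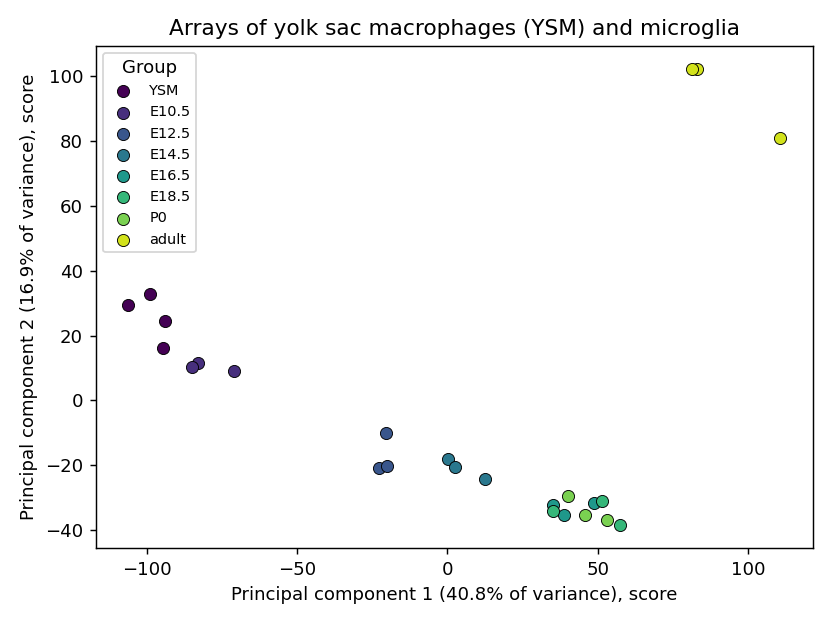
Positions of the 25 arrays on the first 2 principal components of log2 values of 10630 genes, with the share of variance on each axis, 1 point per array and 1 colour per group. YSM and E10.5 arrays lie together, E18.5 and P0 arrays mix, and adult arrays lie apart.

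Over all stages 9670 of 10630 genes differed by the moderated F test, 960 did not pass, and 9714 passed at an unadjusted p under 0.05. Of the called genes, 2566 had their highest mean in adults and 2555 in YSM, 1425 at E10.5, and between 416 and 839 at each of the stages from E12.5 to P0.

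**Figure D2:**
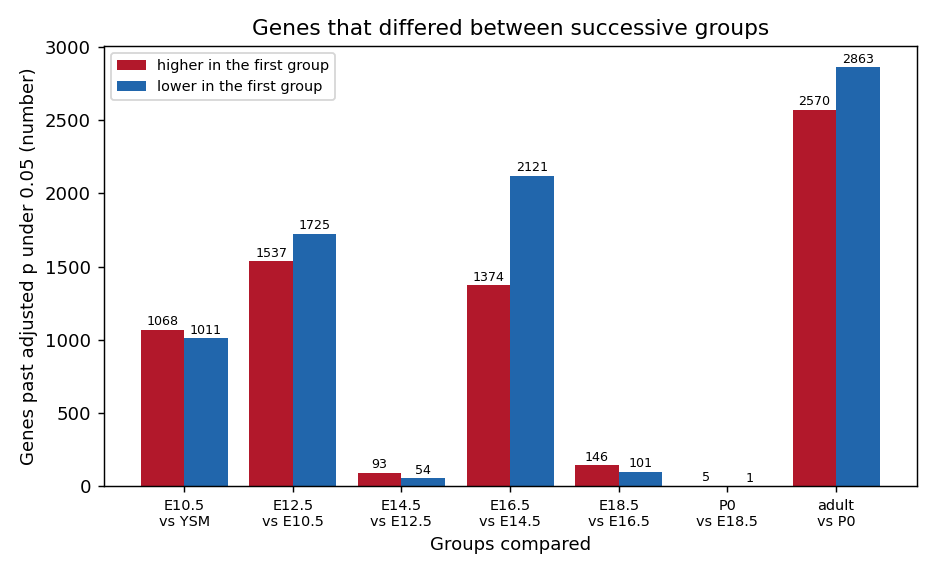
Number of genes called higher and lower in each of the 7 comparisons of a stage with the one before it (bars, number of genes on the axis). The largest count is that of adult against P0 (5433) and the smallest that of P0 against E18.5 (6).

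Microglia of the E10.5 brain were first compared with YSM of the same day, which asks what separates cells that have entered the brain from their yolk-sac relatives. Some homeostatic microglial genes, 11 of 21, already stood higher in the brain: *Tmem119*, a surface protein of microglia, rose by 1.84 ± 0.28, the purine receptor family member *Gpr34* by 1.57 ± 0.19 and the secreted factor *Olfml3* by 1.69 ± 0.34 (3 brain and 4 YSM arrays). Higher in the yolk-sac samples were 3 genes known from epithelium or endoderm, tissues for which no list was tested: the keratin *Krt18* was at least 2.15-fold lower in the brain (adjusted p = 0.000401), the endoderm factor *Foxa3* at least 1.79-fold (0.000828) and the brush-border protein *Vil1* at least 1.43-fold (0.00326). These 3 genes and the arginine-synthesis enzyme *Ass1* (at least 2.20-fold lower, 0.0021) were detected on 3 of 4 YSM arrays, and the protease inhibitor *Csta2*, at least 3.08-fold lower (2.21e-08), on all 4. The largest rises were those of the ubiquitin ligase *Rnf13* (2.53 ± 0.24, detected on 1 of 4 YSM arrays), the histone-binding protein *Rbbp7* (2.11 ± 0.30), the leukocyte phosphatase *Ptprc* (2.06 ± 0.41, 2 of 4), the actin-capping *Capza1* (2.03 ± 0.34, 3 of 4), the lipid desaturase *Scd2* (2.02 ± 0.33, 2 of 4) and the neural transcription factor *Ebf3* (at least 2.16-fold, adjusted p = 0.00111). The muscle actin *Acta2* fell by 2.60 ± 0.79 (adjusted p = 0.0261), a call lost without YSM replicate 2 (-2.27, adjusted p = 0.0659), YSM replicate 3 (-1.97, 0.1), E10.5 replicate 1 (-2.67, 0.0646) or E10.5 replicate 2 (-2.26, 0.107). The values of the 2 groups did not overlap for any of these genes.

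Of 21 measured homeostatic microglia genes, 11 were higher, 1 lower and 9 did not pass (13 higher and 2 lower over the list alone), with a median of 0.75 and an adjusted p of 5.34e-05, against adjusted p = 0.32 with an estimated correlation. The sensome had 19 of 87 genes higher, 3 lower and 65 not passing (20 and 4 over the list alone), among them *Ptprc* and the checkpoint receptor *Havcr2* (1.89), at an adjusted p of 0.0232, and adjusted p = 0.651 with an estimated correlation. Erythroid genes lay lower in the brain, with a median of -1.46 and an adjusted p of 0.0413 (adjusted p = 0.651 with an estimated correlation). Only 2 of 12 were called, here and over the list alone: the erythroid factor *Klf1*, at least 1.60-fold lower, and *Hemgn*, which rose by 0.69. The erythroid call was lost without YSM replicate 2 (adjusted p = 0.121), 3 (0.187) or 4 (0.153) or adult replicate 3 (0.0602), and that of the sensome without YSM replicate 4 (0.132) or E10.5 replicate 3 (0.189). Neural genes (3 higher, 1 lower, 11 not passing) and the list of border macrophages (0, 1 and 17) were not called as lists (adjusted p = 0.403 and 0.144). Under quantile normalization without background correction, the normexp background and the authors' table none of the neural genes was called higher and 1 was called lower. Their median turned from 0.07 to -0.15 under 75th percentile scaling. Fetal and imprinted genes (0 higher, 2 lower, 10 not passing) were not called as a list either (adjusted p = 0.143), and *Dlk1*, a ligand of fetal tissues, fell by 2.01. The counts of the cell-cycle list were 4 higher, 2 lower and 27 not passing (adjusted p = 0.64), with a median of 0.01 that was -0.05 under 75th percentile scaling.

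In all 2079 genes were called, 1068 higher and 1011 lower in the brain, and 8551 did not pass. The values of the 2 groups did not overlap for 29.5% of genes, where chance gives 5.71%. The count fell to 1264 without YSM replicate 3, 1241 without E10.5 replicate 1 and 1339 without E10.5 replicate 2. Because YSM and brain arrays differ in background level as well as in tissue, none of these changes can be assigned to the tissue alone.

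From E10.5 to E12.5 single genes of border macrophages rose and single granule genes of neutrophils fell. The border-macrophage gene *Ms4a7* rose by 3.50 ± 0.58 and the hyaluronan receptor *Lyve1* by 3.24 ± 0.40, while the azurophil granule genes *Mpo* and *Prtn3* fell by 5.06 ± 1.37 and 4.97 ± 0.75 (3 arrays per group). *Mpo*, *Prtn3* and the cystatin *Stfa1* (-4.48 ± 1.01) were detected on 2 of 3 arrays at E12.5 and haptoglobin, *Hp* (-4.74 ± 0.63), on 1 of 3. In E12.5 replicate 1 the mean of the monocyte and neutrophil list was 7.54, against 5.33 and 5.11 on the other arrays. The mast-cell protease *Cpa3* rose by 4.33 ± 1.18 (2 of 3 arrays at E10.5). Without E10.5 replicate 2 its call was lost (3.65, adjusted p = 0.0526), and the call of *Mpo* was lost without E12.5 replicate 3 (-3.76, adjusted p = 0.0612). The trafficking gene *Rusc2* rose at least 4.56-fold (adjusted p = 2.54e-06), the magnesium transporter relative *Nipal2* at least 3.40-fold (7.84e-06) and *Lhx1*, a transcription factor of neurons and kidney, at least 3.37-fold (0.000164). The myeloid gene *Plac8* fell by 3.38 ± 0.63. The glutamate receptor subunit *Gria3* was at least 8.58-fold lower on the probe in use (adjusted p = 3.32e-10), which lay below background on every E12.5 array while another probe of the gene did not.

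Homeostatic microglia genes had 14 of 21 higher and none lower (15 over the list alone), among them the crystallin *Crybb1* (2.65) and the lectin *Siglech* (1.64), with an adjusted p of 2.36e-09 and adjusted p = 0.147 with an estimated correlation. Lysosomal genes rose in 20 of 23 (20 over the list alone, adjusted p = 2.09e-10, and adjusted p = 0.0801 with an estimated correlation), among them progranulin, *Grn* (1.51), and the proteases *Ctsa* (1.49) and *Ctsd* (1.15). Border-macrophage genes rose in 14 of 18 (14 over the list alone), among them the folate receptor *Folr2* (3.15). As a list they had an adjusted p of 4.5e-06, and adjusted p = 0.414 with an estimated correlation. Complement and phagocytosis genes rose in 13 of 22 (14 higher and 1 lower over the list alone, adjusted p = 4.17e-05, and adjusted p = 0.32 with an estimated correlation), including the efferocytosis ligand *Gas6* (2.10), its receptor *Axl* (1.86) and *C1qa* (1.52). In the sensome 36 of 87 genes rose and 7 fell (38 and 9 over the list alone, adjusted p = 1.23e-06, and adjusted p = 0.32 with an estimated correlation). The list of axon-tract microglia had 10 genes higher, 4 lower and 4 not passing (10 and 4 over the list alone), led by *Apoe* (2.40) and *Igf1* (2.05), with an adjusted p of 0.0277 and adjusted p = 0.414 with an estimated correlation. Guidance and migration genes rose in 8 of 19 (9 over the list alone, adjusted p = 0.00688, and adjusted p = 0.147 with an estimated correlation), with the semaphorin receptor *Nrp2* at least 1.64-fold higher.

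Cell-cycle genes fell in 19 of 33 and rose in none (20 over the list alone), with a median of -0.56 and an adjusted p of 3.35e-07, against adjusted p = 0.374 with an estimated correlation. The mitotic kinase *Aurka* fell by 0.95 and the mitotic regulator *Cdc20* by 0.94. All 10 glycolysis genes fell, here and over the list alone (adjusted p = 2.36e-05, and adjusted p = 0.364 with an estimated correlation), *Tpi1* by 1.20 and the glucose transporter *Slc2a1* by 1.05. Of 13 cholesterol and lipid genes 9 fell and 2 rose (10 and 2 over the list alone, adjusted p = 0.00091, and adjusted p = 0.147 with an estimated correlation). Among them the sterol regulator *Srebf2* (-1.79) and the synthesis enzyme *Fdps* (-1.88) fell and the exporter *Abcg1* rose (2.56, detected on 1 of 3 arrays at E10.5). Of the monocyte and neutrophil list 4 of 10 genes fell (5 over the list alone, adjusted p = 0.0398, and adjusted p = 0.669 with an estimated correlation). Respiratory-chain genes fell in 9 of 24 (9 lower and 1 higher over the list alone, adjusted p = 0.0138, and adjusted p = 0.589 with an estimated correlation), and ribosomal proteins in 7 of 23 (8 over the list alone, adjusted p = 0.00657, and adjusted p = 0.436 with an estimated correlation), led by *Rplp0* (-1.27). Rises also came in the immediate early list (5 of 21, 3 over the list alone, adjusted p = 0.0156, and adjusted p = 0.735 with an estimated correlation) and in the cytokines (9 higher and 2 lower of 23, the same over the list alone, adjusted p = 0.0352, and adjusted p = 0.592 with an estimated correlation). Interferon genes rose in 9 of 21 (10 over the list alone, adjusted p = 0.00568, and adjusted p = 0.59 with an estimated correlation), for example *Ifit3* (1.83). Neural genes rose in 7 of 15 (8 over the list alone, adjusted p = 0.00358, and adjusted p = 0.624 with an estimated correlation), such as *Dcx* (1.87, 1 of 3 arrays at E10.5) and *Map2* (1.86). Macrophage transcription factors (3 higher, 3 lower, 15 not passing, adjusted p = 0.985) were not called. Progenitor genes of the erythromyeloid lineage were not called as a list (0 higher, 3 lower, 7 not passing, adjusted p = 0.332), and the progenitor marker *Cd34* fell by 1.62. The call of the monocyte and neutrophil list was lost without YSM replicate 4 (adjusted p = 0.0505), E10.5 replicate 3 (0.131), E12.5 replicate 2 (0.114) or 3 (0.0954) or adult replicate 3 (0.064). Single arrays of E12.5 also carried the calls of the cytokines (0.0634 without replicate 1), of the immediate early and neural lists (0.0849 and 0.0731 without replicate 2) and of the axon-tract list (0.0533 without replicate 3).

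At E12.5 3262 genes were called, 1537 higher and 1725 lower, and 7368 did not pass. Groups did not overlap for 51.3% of genes (chance 10%, as in every comparison of 3 with 3 arrays). Under scaling to the 75th percentile the median change of all genes was -0.18 in this comparison (-0.01 in the model), -0.29 at E16.5 (-0.08) and 0.11 in adults (-0.03). With it 916 genes were higher and 2724 lower at E12.5, so the share that rose was 25.2% instead of 47.1%. Antigen presentation genes, not called as a list (4 higher, 0 lower, 15 not passing, adjusted p = 0.49), had 1 higher and 2 lower under that scaling.

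The step from E12.5 to E14.5 was small. The microglial transcription factor *Sall1* rose by 1.24 ± 0.24 (adjusted p = 0.00956), the purinergic receptor *P2ry12* by 0.91 ± 0.17 and the matricellular *Sparc* by 1.59 ± 0.26, and the embryonic globins *Hbb-bh1* and *Hba-x* fell by 5.05 ± 0.79 (2 of 3 arrays at E14.5) and 3.40 ± 0.84 (3 arrays per group), while *Hbb-y* did not pass (adjusted p = 0.158). *Cd163* rose by 3.38 ± 0.71, the lectin *Cd209f* at least 7.45-fold (adjusted p = 0.045) and the neuronal factor *Neurod2* by 2.78 ± 0.51 (1 of 3 arrays at E12.5), and the orphan receptor *Gpr171* was at least 2.74-fold lower (adjusted p = 4.19e-08). The groups did not overlap for these 9 genes, but several calls rested on single arrays. The effect of single arrays is not given for *P2ry12* and *Sparc*, which were named from a list. *Sall1* lost its call without E12.5 replicate 1 (1.20, adjusted p = 0.0591) or E14.5 replicate 1 (1.03, 0.0589), and *Neurod2* without E12.5 replicate 1 (0.0591). *Cd163* lost it without E12.5 replicate 1 (adjusted p = 0.0763), E14.5 replicate 2 (0.0654) or E14.5 replicate 3 (0.0746), *Cd209f* without any of the 6 arrays (0.0858 to 0.141) and *Hba-x* without any of 5 of them (0.0639 to 0.159). *Cd209f* and *Hba-x* also missed the threshold under all 4 other scalings (adjusted p = 0.0754 to 0.0881 and 0.0505 to 0.0622).

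Few members of any list passed alone. The lists given here were called at the preset correlation, and none with the estimated one. Homeostatic genes had 3 of 21 higher (6 over the list alone), with a median of 0.56 and an adjusted p of 4.45e-09, against adjusted p = 0.147 with an estimated correlation. Cell-cycle genes had 3 of 33 lower (8 over the list alone, adjusted p = 1.44e-10, and adjusted p = 0.248 with an estimated correlation), among them the replication helicase subunit *Mcm5* (-0.58). In the sensome 6 of 87 genes rose (11 over the list alone, adjusted p = 1.18e-08, and adjusted p = 0.248 with an estimated correlation), for example the receptors *Tnfrsf17* (1.94) and *Lag3* (1.81). Neural genes rose in 2 of 15 (3 over the list alone, adjusted p = 4.94e-06, and adjusted p = 0.414 with an estimated correlation), namely *Mapt* (1.81) and *Tbr1* (1.54, 1 of 3 arrays at E12.5). Border-macrophage genes rose in 2 of 18 (4 over the list alone, adjusted p = 7.41e-05, and adjusted p = 0.436 with an estimated correlation), and lysosomal genes in 1 of 23, *Man2b1* (0.54), here and over the list alone (adjusted p = 1.77e-05, and adjusted p = 0.248 with an estimated correlation). Erythroid genes fell in 3 of 12 (4 lower and 1 higher over the list alone, adjusted p = 0.00275, and adjusted p = 0.436 with an estimated correlation), the transferrin receptor *Tfrc* by 1.07. Lower as lists were also glycolysis (0 of 10 called, 2 over the list alone, adjusted p = 7.41e-05, and adjusted p = 0.374 with an estimated correlation), the respiratory chain (0 of 24, adjusted p = 0.00275, and adjusted p = 0.436 with an estimated correlation) and ribosomal proteins (0 of 23, adjusted p = 0.00829, and adjusted p = 0.436 with an estimated correlation). The same held for the immediate early list (1 of 21, *Ier2* at -1.85, adjusted p = 0.00422, and adjusted p = 0.669 with an estimated correlation) and for fetal and imprinted genes (1 of 12, 3 over the list alone, *Lin28b* at -0.90, adjusted p = 0.00976, and adjusted p = 0.436 with an estimated correlation). Astrocyte genes (0 of 9, 2 over the list alone, adjusted p = 0.016, and adjusted p = 0.436 with an estimated correlation) and complement genes (0 of 22, adjusted p = 0.0153, and adjusted p = 0.459 with an estimated correlation) were higher as lists. Without E14.5 replicate 1, which had the lowest immediate early mean of its group, the calls of the immediate early (adjusted p = 0.634), complement (0.126) and astrocyte lists (0.0886) were lost. Without E12.5 replicate 2 those of the immediate early (0.13), complement (0.25), erythroid (0.135) and fetal and imprinted lists (0.286) were lost, the last also without E14.5 replicate 2 (0.0523).

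In all 147 genes were called at E14.5, 93 higher and 54 lower, and 10483 did not pass, of which many would at an unadjusted p under 0.05 (1636 genes in total). Groups did not overlap for 27.7% of genes. Leaving out arrays moved the count widely: 51 without E12.5 replicate 1, 90 without E12.5 replicate 3, 94, 84 and 63 without E14.5 replicates 1, 2 and 3, and 235 without adult replicate 3.

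From E14.5 to E16.5 some homeostatic, immediate early and cytokine genes rose, 13 of 21, 11 of 21 and 8 of 23 of their lists, which were called at the preset correlation and not with the estimated one. *Sall1* rose by 1.97 ± 0.24 and *Tmem119* by 2.02 ± 0.30, the chemokine *Cxcl10* by 4.11 ± 1.01 (2 of 3 arrays at E14.5), the cytokine *Tnf* by 3.85 ± 0.93 and the heat-shock chaperone *Hspa1a* by 4.21 ± 1.26 (3 arrays per group). Interferon beta, *Ifnb1*, rose at least 24.5-fold (adjusted p = 0.000738), the chemokine receptor relative *Ccr1l1* at least 27.1-fold (0.00438), the chemokine *Ccl5* at least 14.6-fold (0.000386) and the itaconate enzyme *Acod1* at least 6.85-fold (4.56e-05). The embryonic globin *Hbb-y* fell by 5.21 ± 0.81 (2 of 3 arrays at E16.5), the complement receptor *Vsig4* by 3.77 ± 0.31 (1 of 3) and the channel regulator *Kctd12b* by 2.24 ± 0.47 (2 of 3). The growth-response factor *Klf10* was at least 4.2-fold lower (adjusted p = 4.7e-06), the patterning factor *Gbx2* at least 3.17-fold (0.00118) and *Stfa1*, detected on 2 of 3 arrays at E14.5, at least 3.57-fold (0.0422). *Stfa1* lost its call without E14.5 replicate 1 (-1.31, adjusted p = 0.277), E14.5 replicate 2 (0.0841), E16.5 replicate 1 (0.172), E16.5 replicate 2 (0.177) or E16.5 replicate 3 (0.165), and also without background correction (0.125), in the authors' table (0.125) and with the normexp background (0.0965). *Hspa1a* lost its call without E14.5 replicate 1 (2.87, adjusted p = 0.0913), the array with the lowest immediate early mean of its group (9.34, against 10.99 and 10.93).

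Homeostatic genes rose in 13 of 21, here and over the list alone, with a median of 0.96 and an adjusted p of 1.39e-08, against adjusted p = 0.15 with an estimated correlation. Immediate early and heat-shock genes rose in 11 of 21 (12 over the list alone), with a median of 1.26 and an adjusted p of 7.6e-06, and adjusted p = 0.436 with an estimated correlation, led by the stress factor *Atf3* (3.76 ± 1.02) and *Ppp1r15a* (3.31). Cytokines and chemokines rose in 8 of 23 (8 over the list alone, adjusted p = 0.00178, and adjusted p = 0.414 with an estimated correlation), and interferon genes in 8 of 21 with 1 lower (the same over the list alone, adjusted p = 0.00688, and adjusted p = 0.601 with an estimated correlation), such as *Isg15* (1.43). Complement and phagocytosis genes rose in 11 of 22 (13 higher and 1 lower over the list alone, adjusted p = 8.66e-05, and adjusted p = 0.32 with an estimated correlation), among them the integrin *Itgb2* (1.86) and the migration regulator *Dock2* (1.38). The sensome had 32 of 87 genes higher and 3 lower (35 and 3 over the list alone, adjusted p = 1.18e-08, and adjusted p = 0.248 with an estimated correlation), for example *Lag3* (2.52) and the adhesion molecule *Icam1* (2.18). Macrophage transcription factors rose in 7 of 21 with 1 lower (10 and 1 over the list alone, adjusted p = 0.00208, and adjusted p = 0.0801 with an estimated correlation), such as *Batf3* (1.21). Glycolysis genes rose in 6 of 10 (6 over the list alone, adjusted p = 0.00178, and adjusted p = 0.436 with an estimated correlation), *Aldoa* by 1.34 ± 0.25. Antigen presentation had 5 of 19 genes higher and 1 lower (the same over the list alone, adjusted p = 0.00829, and adjusted p = 0.59 with an estimated correlation). The axon-tract list had 6 of 18 higher and 1 lower (the same over the list alone, adjusted p = 0.00312, and adjusted p = 0.32 with an estimated correlation), led by *Gpnmb* (1.77).

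Cell-cycle genes fell in 13 of 33 and rose in 1 (13 and 3 over the list alone, adjusted p = 0.0216, and adjusted p = 0.716 with an estimated correlation), the replication factor *Cdc6* by 1.25 and the mitotic kinase *Plk1* by 0.96. Lysosomal genes had 8 higher and 1 lower of 23 (the same over the list alone, adjusted p = 0.023, and adjusted p = 0.436 with an estimated correlation), but 4 higher and 7 lower under 75th percentile scaling, which turned their median from 0.28 to -0.11. For ribosomal proteins, not called as a list (3 higher, 1 lower, 19 not passing, adjusted p = 0.445), the same scaling gave 1 higher and 10 lower. The call of the cell-cycle list was lost without E14.5 replicate 2 (adjusted p = 0.0797) or 3 (0.0566), and that of the cytokines without E14.5 replicate 1 (0.0612). The lists of border macrophages (0 higher, 3 lower, 15 not passing), guidance and migration (5, 5 and 9), the respiratory chain (2, 6 and 16) and neural genes (0, 2 and 13) were not called (adjusted p = 0.233, 0.883, 0.0948 and 0.183).

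A total of 3495 genes was called at E16.5, 1374 higher and 2121 lower, and 7135 did not pass. Groups did not overlap for 53.9% of genes. Under 75th percentile scaling 828 were higher and 3191 lower, so 20.6% of the called genes rose instead of 39.3%. The step coincides with the gain in array brightness described above, and with brightness as a covariate 1572 genes were called. The sex make-up of the pools may differ too. The Y-linked *Kdm5d* had means of 8.63 at E14.5 and 7.47 at E16.5. *Xist*, transcribed from the inactive X chromosome, was 8.26 to 11.83 at E14.5 and 12.29 to 12.51 at E16.5.

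**Figure D3:**
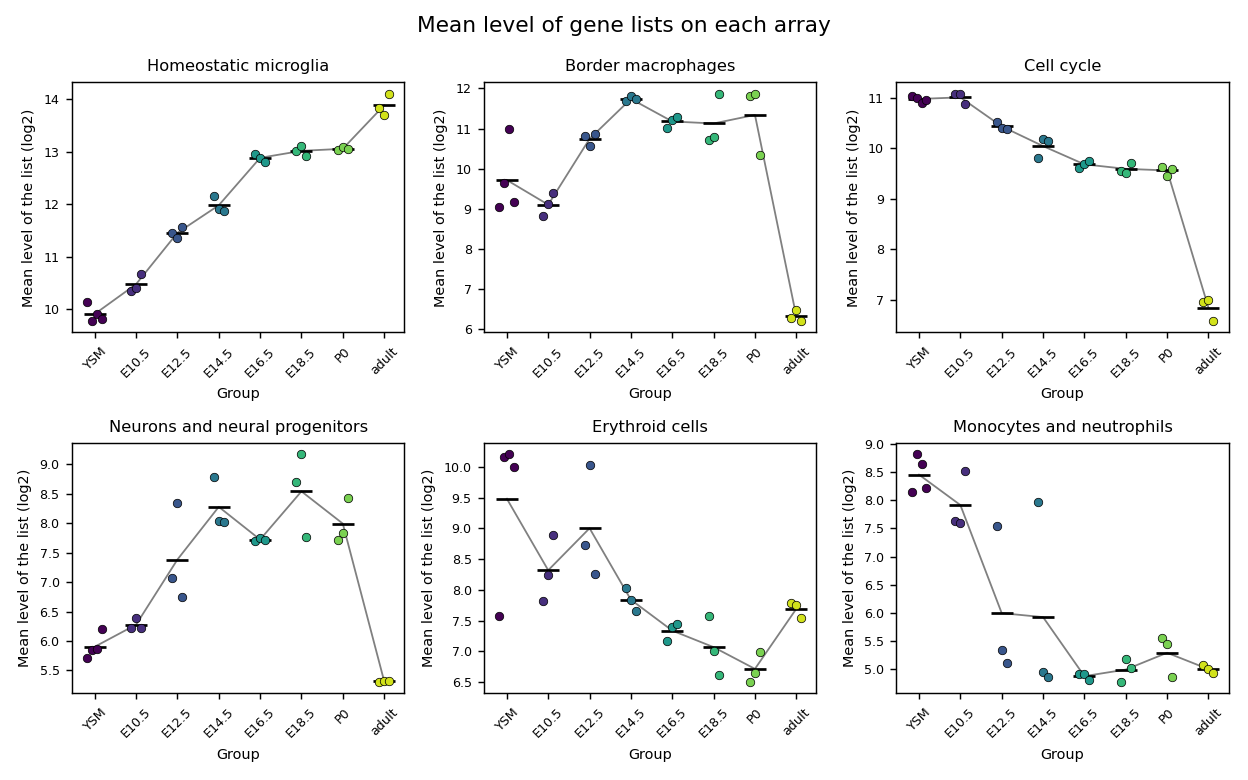
Mean log2 level of 6 gene lists on each array (points, 1 colour per group) with the group mean as a line, over the 8 groups from YSM to adult. Homeostatic genes have group means from 9.91 in YSM to 13.88 in adults, cell-cycle genes from 10.97 to 6.84, and border-macrophage genes are lowest in adults (6.32).

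Between E16.5 and E18.5 the list of immediate early and heat-shock genes was called lower and the neural list higher at the preset correlation, neither of them with the estimated one. The heat-shock gene *Hspa1b* fell by 3.55 ± 0.84 (2 of 3 arrays at E18.5), the small heat-shock protein *Hspb1* by 3.34 ± 0.54 and the stress phosphatase subunit *Ppp1r15a* by 2.28 ± 0.54, whereas the oligodendrocyte factor *Olig1* rose by 3.03 ± 0.46 and the neuronal kinesin *Kif1a* by 2.33 ± 0.45 (3 arrays per group). The neuronal elongation factor *Eef1a2* rose by 2.42 ± 0.39 (1 of 3 arrays at E16.5), and the cartilage collagen *Col2a1* was at least 7.74-fold lower (adjusted p = 0.000713). *Hspa1b* lost its call without E16.5 replicate 1 (adjusted p = 0.0973), 2 (0.0837) or 3 (0.0837) and without E18.5 replicate 2 (0.0512) or 3 (0.125), and *Kif1a* without E18.5 replicate 2 (1.74, 0.0512). On that last array the neural list had its highest mean of the group (9.17, group mean 8.54).

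The immediate early list had 2 of 21 genes lower (8 over the list alone), with a median of -0.87 and an adjusted p of 9.01e-08, and adjusted p = 0.383 with an estimated correlation. Cytokines had none of 23 called, with a median of -0.63 and an adjusted p of 0.00105 (adjusted p = 0.413 with an estimated correlation). This call was lost without E18.5 replicate 3 (adjusted p = 0.106) and without the 3 arrays that lacked *Eif2s3y* (0.135). The axon-tract list had none of 18 called (1 lower over the list alone, adjusted p = 0.0172, and adjusted p = 0.374 with an estimated correlation). Neural genes rose in 4 of 15 (6 over the list alone, adjusted p = 2.67e-05, and adjusted p = 0.436 with an estimated correlation), for example *Mapt* (2.00), *Stmn2* (1.83) and *Gap43* (1.74). Astrocyte genes rose in 2 of 9 (4 over the list alone, adjusted p = 0.00394, and adjusted p = 0.414 with an estimated correlation), *Aldoc* by 2.15. Without E18.5 replicate 3 the call of the axon-tract list was lost (adjusted p = 0.124), and without E18.5 replicate 2 that of the astrocyte list (0.228). The oligodendrocyte list was not called (1 higher, 0 lower, 6 not passing, adjusted p = 0.0502).

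At E18.5 247 genes were called, 146 higher and 101 lower, and 10383 did not pass, while 1572 passed at an unadjusted p under 0.05. Groups did not overlap for 23.6% of genes. The count was 77, 74 and 131 without E16.5 replicates 1, 2 and 3, and 103 and 92 without E18.5 replicates 1 and 2.

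Across birth only 6 genes were called of 10630, against 568 at an unadjusted p under 0.05. The cold-inducible RNA-binding *Cirbp* rose by 1.61 ± 0.19 (adjusted p = 0.000477), the cytokine receptor chain *Il20rb* by 1.51 ± 0.26 (0.0337) and the ATP synthase subunit *Atp5k* at least 1.94-fold (0.0467), and the hypoxia-induced *Ankrd37* fell by 1.57 ± 0.27 (0.0337, 3 arrays per group). The actin regulator *Cfl1* (1.10 ± 0.20, adjusted p = 0.0467) and the RNA-binding *Qk* (1.01 ± 0.18, 0.0343) complete the 6 and lie outside the naming rule, chosen after their values were seen. Without any of E18.5 replicates 1, 2 and 3 and P0 replicates 2 and 3, *Il20rb* (adjusted p = 0.0675 to 0.167), *Atp5k* (0.0631 to 0.428) and *Ankrd37* (0.0762 to 0.208) lost their calls. *Atp5k* also missed the threshold without background correction (0.104), in the authors' table (0.103) and with the normexp background (0.114). The count was 24 without P0 replicate 1, between 1 and 3 without P0 replicate 2, P0 replicate 3, any E18.5 array, any E16.5 array, YSM replicates 1 or 3, E10.5 replicate 3, E12.5 replicates 2 or 3, or E14.5 replicate 2. Groups did not overlap for 9.81% of genes, no more than chance gives. With array weights 586 genes were called and with the fit of the 2 groups alone none. Newborn tissue was digested for longer than embryonic tissue, so birth and digestion coincide in this comparison.

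No list had a called member at P0. As lists, neural genes were lower (0 of 15 called, median -0.63, adjusted p = 0.000106, and adjusted p = 0.436 with an estimated correlation), as were glycolysis (0 of 10, 2 over the list alone, median -0.23, adjusted p = 8.99e-05, and adjusted p = 0.374 with an estimated correlation) and fetal and imprinted genes (0 of 12, 1 over the list alone, median -0.47, adjusted p = 0.0118, and adjusted p = 0.436 with an estimated correlation). The axon-tract list (0 of 18, median 0.19, adjusted p = 0.000704, and adjusted p = 0.248 with an estimated correlation), lysosomal genes (0 of 23, median 0.12, adjusted p = 0.0108, and adjusted p = 0.421 with an estimated correlation), astrocyte genes (0 of 9, 1 over the list alone, median 0.39, adjusted p = 0.0118, and adjusted p = 0.436 with an estimated correlation) and complement genes (0 of 22, median 0.11, adjusted p = 0.0351, and adjusted p = 0.584 with an estimated correlation) were higher. Except for the axon-tract list each of these calls was lost without single arrays: that of astrocyte genes without any of 5 of the 6 (adjusted p = 0.0557 to 0.445) and of complement genes without any of 4 (0.0512 to 0.139). Fetal and imprinted genes lost theirs without E18.5 replicate 1 (0.132) or 2 (0.139), neural genes without E18.5 replicate 2 (0.128), lysosomal genes without E18.5 replicate 3 (0.0705) and glycolysis without P0 replicate 2 (0.517).

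Between birth and 2 months 5433 genes changed, more than in any other comparison. Genes of border macrophages were among the largest falls: the transglutaminase *F13a1* by 8.76 ± 0.39 (1 of 3 adult arrays), the ficolin *Fcna* at least 141-fold (adjusted p = 3.46e-12), *Lyve1* at least 116-fold (1.46e-12) and *Cd163* at least 59.5-fold (8.21e-08, 3 arrays per group). Among cell-cycle genes the mitotic kinase *Cdk1* (-4.61 ± 0.20) and the topoisomerase *Top2a* (-4.87 ± 0.21, 2 of 3 adult arrays) fell. The growth factor *Igf1* fell by 5.30 ± 0.22 (2 of 3 adult arrays), the glycoprotein *Gpnmb* by 6.79 ± 0.37 (1 of 3) and the peroxidase *Gpx3* at least 62.1-fold (4.88e-15). The largest rises were those of the sensome member *Upk1b* (at least 114-fold, adjusted p = 1.45e-13), the synaptic adhesion gene *Csmd3* (at least 54.9-fold, 3.14e-16), the sulfotransferase *Chst8* (5.64 ± 0.35, 2 of 3 arrays at P0) and the transglutaminase *Tgm2* (5.49 ± 0.37). The heat-shock genes *Hspa1b* (5.27 ± 0.84, 1 of 3 arrays at P0) and *Hspa1a* (4.95 ± 1.26) also rose.

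Of 33 cell-cycle genes 29 fell, here and over the list alone, with a median of -3.05 and an adjusted p of 4.11e-22, against adjusted p = 0.0813 with an estimated correlation. Border-macrophage genes fell in 16 of 18 (16 over the list alone), with a median of -4.91 and an adjusted p of 6.59e-10, and adjusted p = 0.32 with an estimated correlation. The axon-tract list fell in 13 of 18 with 1 higher (the same over the list alone, adjusted p = 9.01e-08, and adjusted p = 0.0801 with an estimated correlation), including the galectin *Lgals1* (-5.79, 2 of 3 adult arrays). Fetal and imprinted genes fell in 10 of 12 (10 over the list alone, adjusted p = 0.000763, and adjusted p = 0.374 with an estimated correlation), among them *Igf2* (-5.93) and the RNA-binding *Igf2bp3* (-5.77), each on 1 of 3 adult arrays. Neural genes fell in 14 of 15 (14 over the list alone, adjusted p = 6.42e-06, and adjusted p = 0.414 with an estimated correlation), *Sox11* at least 15.8-fold (3.44e-07) and *Stmn2* at least 13.4-fold (2.88e-08). Astrocyte genes fell in 7 of 9 with 1 higher (8 and 1 over the list alone, adjusted p = 0.0118, and adjusted p = 0.436 with an estimated correlation), where the gap junction *Gja1* fell by 3.56 and the glutamate transporter *Slc1a3* rose by 2.49. Metabolic lists fell, namely glycolysis in 8 of 10 (8 over the list alone, adjusted p = 0.00105, and adjusted p = 0.436 with an estimated correlation), with *Pgk1* at -2.24, and cholesterol and lipid genes in 8 of 13 (8 over the list alone, adjusted p = 0.0218, and adjusted p = 0.32 with an estimated correlation), with *Sqle* at -2.69. Respiratory-chain genes fell in 16 of 24 with 1 higher (17 and 1 over the list alone, adjusted p = 0.000106, and adjusted p = 0.382 with an estimated correlation), and ribosomal proteins in 17 of 23 (17 over the list alone, adjusted p = 7.41e-05, and adjusted p = 0.332 with an estimated correlation), *Rps19* by 1.32. Guidance and migration genes fell in 8 of 19 and rose in 3 (the same over the list alone, adjusted p = 0.0374, and adjusted p = 0.248 with an estimated correlation), with the plexin *Plxnd1* at least 11.6-fold lower (7.55e-12). The guidance call was lost without P0 replicate 1 (adjusted p = 0.0572) and that of the cholesterol and lipid genes without adult replicate 3 (0.0875).

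Homeostatic genes rose in 14 of 21 with 1 lower, here and over the list alone, with a median of 0.85 and an adjusted p of 0.000146, against adjusted p = 0.364 with an estimated correlation. The fructose transporter *Slc2a5* rose by 2.77 (2 of 3 arrays at P0), *Tmem119* by 2.23 and *P2ry12* by 1.76. The sensome rose in 45 of 87 with 3 lower (the same over the list alone, adjusted p = 4.24e-07, and adjusted p = 0.32 with an estimated correlation), for example the selectin ligand *Selplg* (3.21) and the DNA sensor adaptor *Sting1* (2.80). Antigen presentation genes had 8 higher, 1 lower and 10 not passing of 19 (the same over the list alone) and were not called as a list (adjusted p = 0.0601). The class II genes *H2-Aa* (at least 15.3-fold, 0.00332) and *H2-Eb1* (4.24 ± 1.16, 1 of 3 arrays at P0) nevertheless rose. Interferon genes (0 higher, 9 lower, 12 not passing), immediate early genes (7, 0 and 14) and erythroid genes (3, 2 and 7) were not called either (adjusted p = 0.0503, 0.139 and 0.609). The heme enzyme *Alas2* (4.37 ± 1.11) and the anion exchanger *Slc4a1* (4.32 ± 0.98, 2 of 3 arrays at P0) rose and the receptor *Epor* fell (-2.20, 1 of 3 adult arrays). The lists of endothelium and pericytes (1 higher, 6 lower, 3 not passing), oligodendrocytes (2, 4 and 1), cytokines (3, 6 and 14), macrophage transcription factors (6, 5 and 10), complement (7, 4 and 11), erythromyeloid progenitors (3, 3 and 4), lymphocytes and mast cells (1, 0 and 4) and monocytes and neutrophils (0, 0 and 10) were not called (adjusted p = 0.129, 0.56, 0.478, 0.61, 0.491, 0.813, 0.533 and 0.985). The same was true of lysosomal genes, with 5 higher and 9 lower of 23 (adjusted p = 0.439), which 75th percentile scaling turned to 8 higher and 6 lower.

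Of the 5433 genes 2570 were higher and 2863 lower in adults, and 5197 did not pass. Groups did not overlap for 55.1% of genes. Scaling to the 75th percentile gave 2936 higher and 2104 lower, a share of 58.3% higher instead of 47.3%. Adult cells came through a density gradient that newborn cells did not share. The sex make-up of the pools may differ as well. The Y-linked *Eif2s3y* was 11.18 and 11.34 on adult replicates 1 and 2 and at most 9.20 at P0. *Xist*, transcribed from the inactive X chromosome, was 10.58 and 10.16 there and at least 12.96 at P0. Adult replicate 3 went the other way (*Xist* 13.84). Stage, preparation and sex make-up therefore cannot be separated in this comparison.

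The study described the genes it named for its stages on these same arrays, so their changes here are not independent evidence. For *Sall1* and *Irf8* it also cites earlier work, and it followed *Sall1* in a reporter mouse. *Sall1* means were 7.25 in YSM, 7.52, 7.70, 8.94, 10.91, 10.91 and 11.13 in microglia from E10.5 to P0, and 11.52 in adults (3 arrays each, 4 of YSM). It rose at E14.5 and E16.5 as given above and in no other comparison, with an adjusted p of 2.73e-13 over all stages. The chemokine receptor *Cxcr4* had means of 7.38 ± 1.19 (SD, n = 4) in YSM, 7.25 to 7.47 in microglia from E10.5 to E14.5, 10.15 ± 0.25 (SD, n = 3) at E16.5, 8.11, 8.21 and, in adults, 6.77 ± 0.96. It rose at E16.5 by 2.68 ± 0.73 (adjusted p = 0.00875). This call was lost under Tukey comparisons of the background-corrected values (0.248), with the immediate early covariate (0.331) and with the brightness covariate (0.218). The difference at E18.5 was -2.04 ± 0.73 and did not pass (adjusted p = 0.163, 0.00596 to 1 over the alternatives), nor did that in adults (-1.43 ± 0.73, 0.107), except without P0 replicate 2 (-2.17, 0.0222). *Igf1* rose at E12.5 by 2.05 ± 0.22 (adjusted p = 1.57e-06) and fell in adults. The semaphorin receptor *Plxna2* was at least 1.33-fold lower in E10.5 microglia than in YSM (0.000239), at least 2.17-fold higher at E12.5 (1.17e-06) and fell at E16.5 by 1.35 ± 0.19. Its fall in adults (1.52e-05) has no fold, since it was detected on 1 of 3 arrays at P0 and no adult array, and it passed at E14.5 only without E12.5 replicate 2 (0.84, 0.0427).

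Among the other study genes, the activator protein subunit *Jun* rose at E12.5 (0.99 ± 0.23), E16.5 (1.57 ± 0.23) and in adults (0.80 ± 0.23), the last lost without adult replicate 2 (0.59, adjusted p = 0.0538). The study named *Jun* for the adult stage, where its mean was 11.86, against 11.95 at E16.5. The interferon regulatory factor *Irf8* fell by 0.49 ± 0.16 in E10.5 microglia (adjusted p = 0.0351) and rose at E16.5 by 0.55 ± 0.17 (0.017) and in adults by 0.79 ± 0.17 (0.000648). Its first call was lost without YSM replicate 1 (0.0711), 2 (0.0532) or 3 (0.113) or E10.5 replicate 1 (0.137) or 3 (0.105), and its call at E16.5 without E14.5 replicate 2 (0.0578) or 3 (0.0978) or E16.5 replicate 2 (0.089). The cell-cycle repressor *E2f6* fell at E16.5 (-0.95 ± 0.16) and in adults (-0.69 ± 0.16). The Krüppel-like factor *Klf9* differed over the stages (adjusted p = 0.00101) but in no single comparison, except for E10.5 against YSM without YSM replicate 4 (-1.28, 0.0179). The study named *Klf9* and *E2f6* for the progenitor phase. Means of *E2f6* were highest there (11.19 in YSM and 11.25 at E10.5). Those of *Klf9* were highest in adults (8.02) and at P0 (7.80), against 7.02 in YSM and 6.11 at E10.5. As a list the 8 measured study genes were not called in any comparison (adjusted p = 0.135 for E10.5 against YSM, 0.0599 at E12.5, 0.251 at E16.5 and 0.506 in adults).

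**Figure D4:**
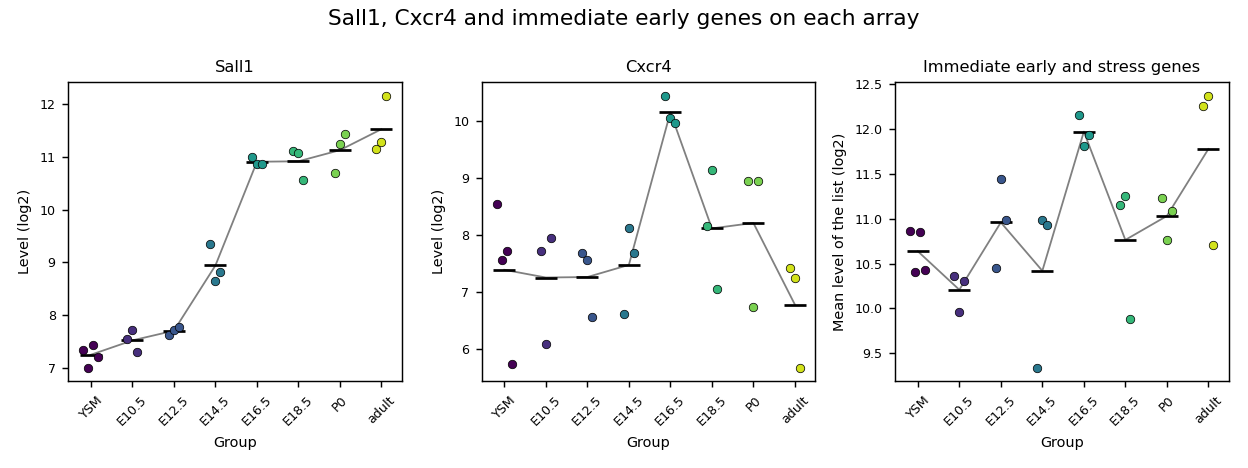
Log2 level of *Sall1*, of *Cxcr4* and of the mean of the immediate early list on each array (points, 1 colour per group) with group means as lines, over the 8 groups. *Cxcr4* and the immediate early mean are both high at E16.5 (10.15 and 11.97), while in adults the immediate early mean is high (11.78) and *Cxcr4* low (6.77). *Sall1* stays near 11 from E16.5 on.

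When sensome genes reach their highest transcript level was asked of the 87 that were measured. In all 83 differed between stages by the F test (85 over the list alone) and 4 did not. Of the 83, 59 had their highest mean in adults, 6 at P0, 4 at E18.5, 4 at E16.5, 3 at E14.5, 0 at E12.5, 2 at E10.5 and 5 in YSM. Grouped into the phases of the study, 7 peaked in the progenitor phase (YSM and E10.5), 3 in the first embryonic phase, 14 in the second and 59 in adults. Of all 9670 genes called by the F test, 2566 peaked in adults. The sensome was itself compiled from adult microglia.

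**Figure D5:**
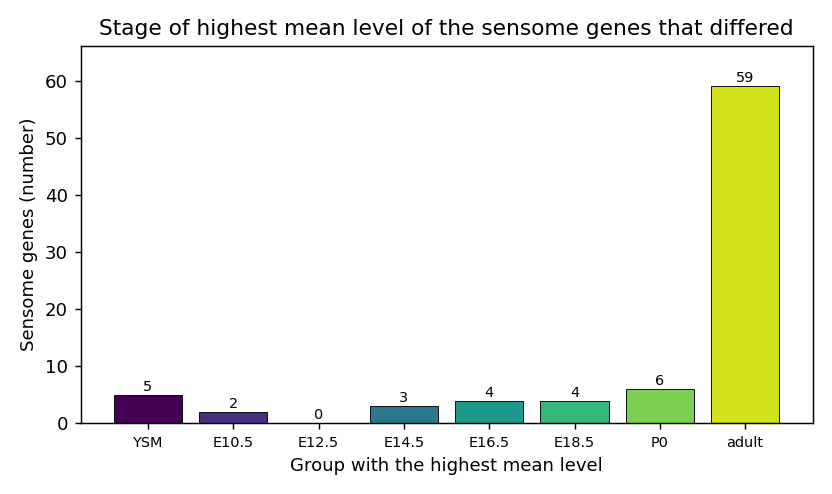
Number of the 83 called sensome genes with their highest mean in each of the 8 groups (bars, number of genes on the axis). The adult bar holds 59 genes.

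Markers of other cells were measured in the sorted fractions. On P0 arrays 12 of 15 neural genes were detected on every array and on adult arrays 1, whereas of 12 erythroid genes 4 and 6 were. The border-macrophage list had means of 9.72 in YSM, 9.10 at E10.5, 10.74 at E12.5, 11.74 at E14.5, 11.18 at E16.5, 11.13 at E18.5, 11.34 at P0 and 6.32 in adults. Monocyte and neutrophil genes had a mean of 7.92 at E10.5 and of 6.00 or less at later stages, except on E12.5 replicate 1 (7.54) and E14.5 replicate 1 (7.96). Without the latter array the list was called lower at E14.5 (adjusted p = 0.00977), while with it the list was not called (0.871).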

Values the study reported

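The study described 4,582 genes with enriched expression in the progenitor phase, 1,299 in the first embryonic phase, 2,116 in the second and 3,508 in the adult stage. It reported that 9 sensome genes had specifically high levels before E12.5 and that another 9 had them from E12.5 to P0. For most sensome genes it found the highest transcript levels in adults. In cell-cycle reporter mice it found by flow cytometry that CD45+CD11b+ cells proliferated most in the progenitor phase. With a reporter mouse it found 72.8% of microglia to express *Sall1* at E14.5. On its arrays *Cxcr4* transcripts were most abundant at E16.5. Immunostaining of neocortex sections showed the protein at E18.5. Mice with conditional loss of *Cxcr4* in microglia had fewer of these cells in the ventricular and subventricular zones at E18.5.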

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

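The tests of isolation, brightness, border macrophages, detection and the immediate early level of adult replicate 3 were chosen after the result was seen, while the tests of other groupings and of the sex of the pools were not.

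Within the YSM, the only group of 4 arrays, replicate 4 stood far above the rest in the mean of the astrocyte list (6.48, others 6.18 to 6.22). Replicate 1 of the YSM stood far below the rest in the mean of the erythroid list (7.57, against 10.16 and 10.20 on replicates 2 and 3). These were 2 of 53 values examined, and chance sets apart about 1 value in 20. Of the 3048 kept probes without a single gene name, which no comparison used, 2660 differed between stages (87.3%), close to the share among named genes.

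*Cxcr4* was higher at E16.5 than at E14.5 together with some immediate early, cytokine and heat-shock transcripts. Within groups *Cxcr4* followed the mean of the immediate early list across the 25 arrays (Pearson r = 0.668, permutation p = 0.00086, Spearman rho = 0.657, permutation p = 0.00056, and r = 0.613 without E14.5 replicate 1 and adult replicate 3), 1 of 4 such relations computed. With that mean in the model the change of *Cxcr4* went from 2.68 ± 0.73 to 0.94 ± 0.71 (adjusted p = 0.331) because the change itself shrank and that of *Cxcl10* to 1.35 ± 0.86 (0.242), so activation of the cells during isolation, to a degree that differs between pools, may account for this part. It does not set the level of *Cxcr4* alone, since in adults the immediate early mean was nearly that of E16.5 (11.78 and 11.97) and *Cxcr4* was lowest (6.77). *Sall1* (2.30 ± 0.29, adjusted p = 5.75e-05) kept its call, as did *Ccl5* (0.0044) and *Ifnb1* (0.0226), which lay below background at E14.5. Brightness of the arrays as the whole cause is argued against by arrays of E18.5 and P0 at least as bright as the dimmest of E16.5. On them the mean over all 45 genes of the pattern reached at most 10.71, against 11.23 to 11.35 on the E16.5 arrays. Scaling to the 75th percentile left *Cxcr4* at 2.51 (adjusted p = 0.00572). With brightness as a covariate its change was 1.98 ± 1.08 (0.218) and lost its call as it shrank and the spread widened, and the relation within groups (r = 0.199, permutation p = 0.536, rho = -0.0662, permutation p = 0.805, and r = -0.148 without YSM replicates 4 and 2) decides nothing. A response of the cells in the E16.5 brain stays open and untested, since it would move the same genes.

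Border-macrophage transcripts were high from the yolk sac to birth (11.34 at P0) and low in adults (6.32). Of the 18 genes 16 were detected on every P0 array and 4 on every adult array, 1 belongs to another list and 0 to the sensome, and the sort on CD45low, CD11b, F4/80 and CD64 would not remove such macrophages with certainty. Adult arrays detected fewer probes (15080 to 15534) than P0 arrays (16339 to 17148) and within the range of YSM arrays (13224 to 16307). That as the cause is argued against by the E10.5 microglia, whose arrays detected fewer still (14307 to 14839) with a list mean of 9.10. Border macrophages among the sorted fetal cells stay open: over 18 fetal and newborn arrays the list did not follow the homeostatic list within groups (r = -0.0115, permutation p = 0.958, rho = 0.0382, permutation p = 0.885, and r = 0.141 without P0 replicate 3 and E18.5 replicate 3), but it ran against *Sall1* (r = -0.649, permutation p = 0.0328, rho = -0.645, permutation p = 0.022, and r = -0.491 without the same arrays). Expression by young microglia themselves is equally open and was not tested.

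Adult replicate 3 stood apart from the other adult arrays and showed no *Eif2s3y*, a Y-linked gene, above background (4.72, others 11.18 and 11.34), with *Xist*, transcribed from the inactive X chromosome, at 13.84 (others 10.58 and 10.16). P0 replicate 1 (4.58) and E18.5 replicate 3 (5.41) also lacked *Eif2s3y*, and the Y-linked *Kdm5d* lay below background on all 3. *Uty*, a weak Y-linked gene, was nevertheless detected on the last 2 (5.78 and 5.82), so these pools may have held few or no male cells. E14.5 replicate 1, on which several calls at E14.5 and E16.5 rest, was uneven the other way, with *Xist* at 8.26 (others 11.80 and 11.83) and *Eif2s3y* at 11.02. Whether sex accounts for the distance of adult replicate 3 cannot be told: over 10267 genes not on X or Y its deviation had r = -0.0503 with that of P0 replicate 1 and -0.0131 with that of E18.5 replicate 3, while these 2 had r = 0.342 with each other. With E14.5 replicate 1, also low in immediate early genes, it had r = 0.242. Low values had been set beforehand as evidence against sex, which was wrong, because a sex difference of adult cells need not resemble one of newborn cells and no second adult array lacks *Eif2s3y*. Weaker activation in isolation may account for a part, since its immediate early genes lay below the other adult arrays in 21 of 21 cases, by a median of -1.56, while its homeostatic genes lay higher by 0.34. Other lists lay lower too, by a median of -0.76 for cytokines, -0.43 for the respiratory chain (20 of 24 genes below), -0.39 for the cell cycle (28 of 33) and -0.23 for ribosomal proteins (21 of 23), so activation would not be the only difference of that array.

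Other groupings of the arrays were compared with the real one. The F test called 9670 genes, and the highest of the other assignments 1248, so 1 of 100 reached the real count. For the sensome genes with their peak in adults the real value was 59 and the highest other 24 (1 of 100). Only genes called by the F test were counted, and the other assignments called at most 1248 of all genes. Their sensome counts were bound to be low, so this comparison shows nothing particular to the sensome. Of 100 assignments 45 gave at least the 71 list calls of the real one, with 94 as the highest other. The number of lists called therefore does not set the stages apart from random groups. Random groups mix stages with unlike list means and so carry real differences, which is why this comparison cannot judge the list calls. As comparisons with the other genes, the list calls rest on treating genes as nearly independent, since none remained with the estimated correlation. By fry, which asks whether a list changed at all, 62 of 189 tests were called, and 26 of the 71 calls were lost. Most genes differed between stages, so a call by fry does not set a list apart from other genes. For E10.5 against YSM 1 of 35 splits reached the real 2079 genes, with 1454 as the highest other, for YSM replicates 2, 3 and 4 against the rest. The other comparisons allow only 10 splits, too few to judge: 1 of 10 reached the real count at E12.5 (3262, highest other 0), E14.5 (147, 11), E16.5 (3495, 0), E18.5 (247, 0) and in adults (5433, 116). At P0 3 of 10 did (real 6), and the highest other, 240, set P0 replicates 1 and 2 and E18.5 replicate 3 against the rest, a division of the arrays that the stages do not make.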

How the results depend on the processing

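The tests with the replicate block on the series matrix values, all 28 columns, the arrays without *Eif2s3y* and the immediate early and brightness covariates were chosen after seeing the data. The cause of a change under an alternative was not tested except where its construction gives it.

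The number of genes that differ between stages lay between 9084 and 11704 over 18 settings. The highest count exceeds the 10630 genes of the model, since the settings do not all test the same number of genes. These counts are therefore not shares of 1 total. Every array kept matched the phases in each setting (22 without 3 arrays, 28 with the copied columns counted as arrays). Without a single array the ranges were 1241 to 2394 genes for E10.5 against YSM, 2297 to 3604 at E12.5, 51 to 235 at E14.5, 2361 to 3838 at E16.5, 74 to 321 at E18.5, 1 to 24 at P0 and 4764 to 5612 in adults, 9472 to 9659 by the F test, 67 to 75 lists, 52 to 60 sensome genes and 2 to 4 of the calls of *Cxcr4* and *Sall1*. The estimated correlation left 0 lists, since it widens the null for genes that vary together. Scaling to the 75th percentile gave 80 genes at E14.5 and 154 at E18.5, and no probe filter 156 at E18.5. Tukey comparisons gave 342, 1236, 15, 931, 3, 1 and 3098 genes in the order of the comparisons and 1 call of *Cxcr4* and *Sall1*, against 3 in the model and 5 with the mean of probes. Array weights gave 1219 genes at E14.5, 5867 at E16.5, 2242 at E18.5 and 586 at P0. The fit of 2 groups gave 827 for E10.5 against YSM, 68 at E14.5, 25 at E18.5 and 0 at P0, with fewer arrays to estimate the spread. All 28 columns gave 237 at E14.5, leaving out the 3 arrays without *Eif2s3y* 354 at E14.5 and 35 at P0, the immediate early covariate 90 at E18.5 and the brightness covariate 1572 at E16.5.

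The replicate numbers of the labels, used with the series matrix values, did not pair the arrays. Over 77 same-number pairs r ranged from -0.586 to 0.419 (median -0.00836, 17 over 0.1), and 6 of 25 arrays matched best with their own number. The block by replicate number on the series matrix values gave 340 genes at E14.5. A block by chip was not run, because the files used give no chip identity.

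With the mean of probes *Ctsa* turned from 0.90 to -0.165 in E10.5 microglia and *Rps19* from 0.53 to -0.084 at E16.5. With the immediate early covariate the cytokine list (adjusted p = 0.964) and the immediate early list (0.82) turned at E18.5, the latter by construction, and without E14.5 replicate 1 the monocyte and neutrophil list turned lower at E14.5 (0.00977, and up to 0.997 without another array). Of 562 results for named genes 202 lost their call under Tukey, 76 under the fit of 2 groups, 46 under the 75th percentile (2 gained), 46 with the immediate early covariate, 59 with the brightness covariate, 28 without a filter, 22 in the authors' table and 4 with array weights (20 gained). The 562 include results not called in the model, which had no call to lose, so these are not shares of the calls. Without a single array, and in the comparisons of its group, the number lost went from 1 of 107 results (adult replicate 3) to 31 of 180 (E10.5 replicate 1). Most of these losses are not given gene by gene. The 3 adult arrays of the study's table are those of the model, so this setting (0 lost) tests nothing. Of 189 list results, 71 of them called in the model, 26 lost and 17 gained their call under fry. Of the 71 list calls 25 were lost without at least 1 array, among them the erythroid and sensome lists of E10.5 against YSM, the neural list at E12.5, the cell-cycle list at E16.5 and 6 of 7 lists at P0.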

Other observations

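The test of the border-macrophage list against *Sall1* and the covariate fit, both given above, were chosen after the result was seen, and no tests are added here.

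Single genes of other cells, beside the lists above, also changed with stage. In E12.5 microglia the progenitor integrin *Itga2b* was lower by 1.49 ± 0.32 (adjusted p = 0.00158, detected on 1 of 3 arrays) and the killer-cell receptor *Klrd1* at least 2.52-fold lower (4.19e-05) than at E10.5, and *Klrd1* was at least 7.65-fold higher in adults than at P0 (1.04e-08). The list of lymphocytes and mast cells held 5 measured genes and was not called at E12.5 (adjusted p = 0.985). In adults the endothelial genes *Egfl7* (at least 18.3-fold, adjusted p = 3.36e-12) and *Cldn5* (at least 4.32-fold, 0.00113) and the oligodendrocyte factor *Olig1* (at least 21.5-fold, 1.21e-08) were lower, whereas the myelin protein *Mag* was higher by 1.98 ± 0.24. The cytokine *Tnfsf13b* was higher in adults by 4.78 ± 0.58 (adjusted p = 1.19e-06) and the chemokine *Ccl7* lower by 4.74 ± 0.68 (9.3e-06, detected on 2 of 3 adult arrays).

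Where a gene had several kept probes, 6111 probes other than the brightest were left, and they were compared with it. In adults 2471 of them were called, 1797 together with the brightest probe and 130 in the opposite direction. At E16.5 the numbers were 1751, 823 and 117, and for E10.5 against YSM 1543, 445 and 80.

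By highest mean 3 sensome genes peaked in the first embryonic phase and 14 in the second. Their sum is higher than the value quoted from the study above, which counts specific expression.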
